A study of Mus musculus with 30 samples.

How the data were processed

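The study measured RNA in the forebrain of mice that lacked interleukin-34 (IL-34) by gene deletion or were given an antibody against it. Per the labels' protocols, animals were perfused with saline and the forebrain was divided at the midline. One hemisphere was used as whole forebrain and the other went through a magnetic-bead isolation of CD11b-positive cells, the surface marker used to enrich microglia. RNA was extracted with TRIzol and chloroform and made into libraries with the SMART-Seq v4 low-input kit, per the labels. The age of the animals and the dose and schedule of the antibodies are not stated in the labels.

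The authors deposited a table of read counts per gene, unnormalised, whose values are whole numbers and whose library totals differ. The aligner, the counting program, the genome build and their versions are not stated in the labels or the file header. The deposited table also has a Length value per gene, a unit outside the usual expression units. This Length was equal to the whole gene span of the GENCODE M21 annotation of GRCm38, introns included, for 51183 of the 51498 gene identifiers that matched. Among the 32301 matched genes with introns it was equal for 32062, so the reads appear to have been counted over gene spans. Such counts can include reads of a gene that lies inside another gene's span, and strand use is not stated. The count table lists 51752 genes, of which 21604 are protein coding by that annotation although the table's title speaks of protein-coding genes. Names were missing for 8 genes and 54 symbols were listed more than once.

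The authors also deposited a table of transcripts per M (TPM, M standing for mega) for 21061 genes. Over 491002 values it was equal to the count divided by Length and scaled to a fixed sum, with a largest relative deviation of 5.63e-07. TPM values therefore carry the same gene-span lengths. The deposited sample sheet gives an animal number per library, and its animal number, sex and arm matched the labels for 30 of 30 libraries. Columns of per-sample values that matched no sample with labels were not used here, 6 of them among the counts and 6 among the TPM values.

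The 30 libraries come from 15 animals. The genotype experiment has 4 Il34 heterozygous (Het) and 3 Il34 knockout (KO) animals. The antibody experiment has 4 wild-type animals given anti-gp120, the control antibody, and 4 given anti-IL34. Each animal gave 1 forebrain and 1 microglia library. The Het and anti-gp120 arms each had 2 males and 2 females. The KO arm had 1 male, animal 3, and 2 females, and the anti-IL34 arm 3 males and 1 female, animal 11. Leaving out KO animal 3 or anti-IL34 animal 11 therefore also takes 1 sex out of the arm. Groups were taken from the labels. The sex labels were checked against Y-linked counts of Ddx3y, Eif2s3y, Kdm5d and Uty. Their sum was at least 4057 in the 16 libraries labelled male and at most 25 in the 14 labelled female. Xist had at least 12221 counts in female libraries and at most 205 in male ones. Replicates were compared by a chi-square test over genes for each of 42 pairs within a group. The lowest chi-square per degree of freedom was 5.84, so no pair looked like 1 library deposited more than once. Total counts per library ran from 15.1 to 75.2 M. Near 1 count per M counts (CPM) counting error is part of the spread between libraries at these depths, and the number of animals limits the precision of all genes.

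Counts were tested with edgeR 4.0.16 in R 4.3.3, by its quasi-likelihood F test, with TMM scaling, the default expression filter on the group, sex as a covariate and Benjamini-Hochberg adjustment at 0.05. Standard errors were taken as the log2 fold change divided by the square root of F. Only the libraries of 1 tissue and 1 experiment entered each comparison of arms. The contrast of microglia with forebrain used the 8 control animals with experiment and sex as covariates. Differences between tissues were tested as an interaction over all libraries of an experiment, with sex and sex by tissue. Differences between the experiments were tested as KO minus Het less anti-IL34 minus anti-gp120 over the 15 libraries of a tissue. Correlations of effects are Pearson's and Spearman's over genes tested in both fits. Genes are not independent replicates, so these were set against the same correlation after regrouping the animals.

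Because the forebrain and microglia libraries of an animal share its number in the deposited sample sheet and the labels, pairing was checked. The deviations of the paired libraries from their group means had a median correlation over genes of 0.14 (range 0.0391 to 0.452, above 0.1 in 13 of 15 animals), against -0.0525 for libraries of different animals in the same arm. Since paired libraries come from 1 animal, a fit with the animal as a replicate block was made for the contrast of tissues (15642 genes) and for the tissue differences (0 genes in each experiment).

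Gene lists, 14 in number, were tested with camera in limma 3.58.1 on log2 CPM (prior count 1, preset correlation 0.01), with fry and camera's estimated correlation beside it, adjusted over the lists of a comparison. The lists cover homeostatic microglia, disease-associated microglia, interferon response, proliferation, border macrophages, immediate early genes, excitatory neurons, inhibitory neurons, astrocytes, the oligodendrocyte lineage, endothelial cells, choroid plexus, erythroid cells, and neutrophils with monocytes. No gene is in more than 1 list. Of the homeostatic list 18 of 18 genes, of the interferon list 12 of 15, and of the neutrophil and monocyte list 0 of 11 averaged at least 1 CPM in control forebrain. List means per library were compared with two-sided exact permutation tests. Such a test of 4 animals against 3, or of 4 against 4, has few groupings, and for 4 against 3 and for 4 against 4 its smallest two-sided p is 0.0286. Adjusted over the lists of a comparison, none of these tests passed 0.05.

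The comparisons, covariates, lists, alternatives and the rule for naming genes were set before the data were examined. By that rule Il34, Csf1 and Csf1r are given in every comparison. Beyond these come up to 5 genes per direction with the smallest p among those past the threshold, at 1 CPM or more on average and with no overlap of the arms. For differences of effects the overlap condition has no meaning and was left out. For genes shared by both experiments or tissues, and for lists, up to 5 genes past the threshold are eligible, and the text prints some of them. Some genes that meet these rules are not reported here, and they were left out of the search for single libraries far from their group. A list symbol that the table did not carry was matched by its Ensembl identifier, which gave Fcrl2 for Fcrls. This matching was added after the first results had been seen.

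The alternatives were DESeq2 1.42.0, RLE size factors, no count filter, a filter of 5 CPM, no sex terms, limma on log2(TPM + 1) and log2(TPM + 0.1) with mean TPM of at least 1 and on log2(TPM + 1) without that filter, 1 fit over the 15 libraries of a tissue, a 1.5-fold minimum, a choroid plexus or excitatory neuron list mean as a covariate, the replicate block, and leaving out each animal in turn. Protein-coding genes alone, and microglia-enriched genes scaled among themselves, were chosen after seeing the data. TPM fold changes are on the log2(TPM + pseudocount) scale and understate changes of low genes. The tests were tested on simulated data drawn from the means and library sizes of the real genes, with 200 genes of at least 1 CPM changed by 1.5 on the log2 scale. Dispersions came from the fitted trend and genes were drawn independently, so a shift shared by many genes was not simulated. The edgeR test recovered 100% of these in deletion forebrain (19136 genes), 87.5% in deletion microglia (17841 genes), 100% in antibody forebrain (17002 genes) and 96% in antibody microglia (17288 genes). For the experiment difference in microglia it recovered 66.5% (18441 genes). False calls in microglia, for deletion and antibody, were 5.41% and 5.42% of the calls with edgeR and 11.2% and 12.2% with DESeq2. In forebrain they were 6.54% and 5.21% with edgeR and 5.21% and 8.33% with DESeq2. These rates need not hold in the real isolates, where another grouping of the animals gave 6408 genes for deletion and 4182 for the antibody. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Gene positions are those of GENCODE M21 on GRCm38.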

Results

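RNA was sequenced from 30 libraries of 15 mice in 2 experiments that removed IL-34, a ligand of the receptor encoded by Csf1r, either by deletion of its gene or by a blocking antibody. The genotype experiment compared 3 KO with 4 Het animals, so its control arm carries 1 intact copy of Il34. The antibody experiment compared 4 wild-type animals given anti-IL34 with 4 given anti-gp120. Each animal gave a whole-forebrain library from 1 hemisphere and a CD11b-isolated microglia library from the other. Total counts per library, in M (mega-counts), ran from 44.4 to 62.6 M in Het forebrain, 21.2 to 53.8 M in KO forebrain, 15.8 to 39.8 M in Het microglia and 22.4 to 38.6 M in KO microglia. In the antibody experiment they ran from 15.5 to 75.2 M (anti-gp120) and 15.1 to 43.1 M (anti-IL34) in forebrain, and from 16.2 to 50.5 M and 17.5 to 49.3 M in microglia. The 2 experiments had separate animals and separate controls.

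The targeted gene was read first. Il34 (ENSMUSG00000031750) spans positions 110741829 to 110805924 on the minus strand of chromosome 8 in GRCm38, and on the other strand the lncRNA gene Gm15894 lies inside that span and Gm15895 overlaps its edge, so some of its reads may belong to them. In forebrain its TMM-scaled level was 21.5 ± 2.37 CPM (SD, n = 4) in Het and 7.75 ± 0.992 CPM (SD, n = 3) in KO. The fitted log2 fold change, with sex as a covariate, was -1.50, a level of 35.3% of Het (SE 0.105, Benjamini-Hochberg adjusted edgeR p 1.01e-05), with every KO library below every Het library. Leaving out any 1 animal kept it past the threshold, with a highest adjusted edgeR p (Benjamini-Hochberg) of 0.000588 without KO animal 3. In the isolated microglia Il34 stood at 7.87 ± 2.25 CPM (SD, n = 4) in Het and 6.42 ± 0.993 CPM (SD, n = 3) in KO, a difference within the spread between animals (adjusted edgeR p 0.493, Benjamini-Hochberg). The antibody left Il34 RNA level in forebrain, at 36.0 ± 2.98 CPM (SD, n = 4) with anti-gp120 and 38.1 ± 2.07 CPM (SD, n = 4) with anti-IL34 (adjusted edgeR p 0.999, Benjamini-Hochberg). In microglia of that experiment it was 12.3 ± 2.87 and 15.4 ± 1.46 CPM (SD, n = 4 each), a difference that did not pass the threshold (adjusted edgeR p 0.158, Benjamini-Hochberg).

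**Figure D1:**
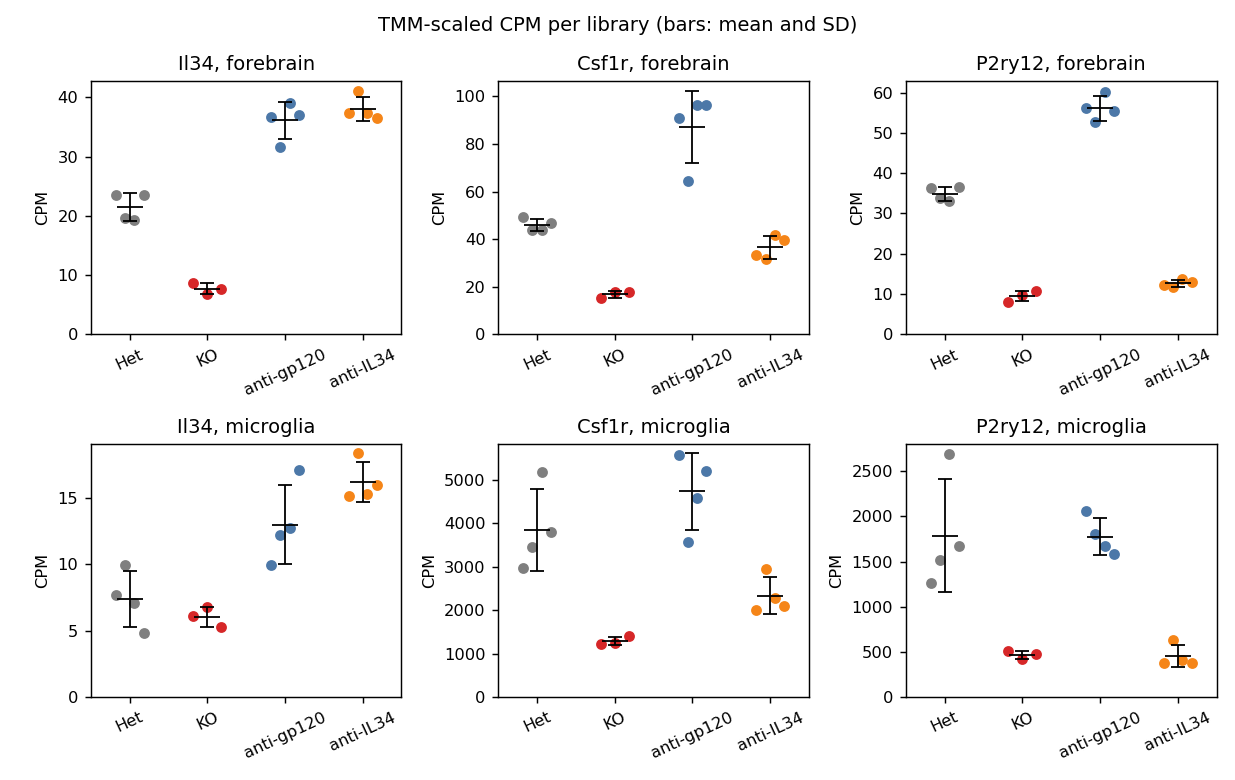
Levels of Il34, Csf1r and P2ry12 in each library, in TMM-scaled CPM on a linear axis from 0, with forebrain above and microglia below, 1 point per animal and bars for the mean and SD of each arm. Forebrain Il34 lies between 6.78 and 8.73 CPM in the KO libraries and between 19.2 and 23.6 CPM in the Het libraries.

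In forebrain of the genotype experiment 120 of 19343 genes tested passed the threshold (edgeR, adjusted p under 0.05), 119 lower and 1 higher in KO. Over all genes tested the arms did not overlap for 1752, where chance gives 5.71% of genes. DESeq2 called 178 genes (4 higher, 174 lower). Without a filter on low counts the number was 381, the largest move of this count. Leaving out 1 animal left between 55 (without KO animal 3) and 117 genes, and the 55 were among the 120. Csf1r fell from 46.0 ± 2.49 CPM (SD, n = 4) to 16.9 ± 1.46 CPM (SD, n = 3), a log2 fold change of -1.42 (SE 0.066, Benjamini-Hochberg adjusted edgeR p 2.74e-07). P2ry12 went from 34.9 ± 1.74 to 9.54 ± 1.27 CPM (log2 fold change -1.85, SE 0.083, same adjusted edgeR p by Benjamini-Hochberg, 2.74e-07). Next by p-value were Cx3cr1 (-1.37), Ctss (-1.34) and Siglech (-1.61 on the log2 scale). P2ry12 lies inside the span of Med12l on the other strand, and the span of Cx3cr1 overlaps several genes, so their counts can share reads with these. The gene that was higher, Chl1, rose by 0.22 on the log2 scale (SE 0.043, adjusted edgeR p 0.0468, Benjamini-Hochberg), and it passed in 0 of the 7 fits that left out 1 animal. Csf1, the gene of the other ligand of that receptor, did not differ (log2 fold change 0.04, adjusted edgeR p 0.944, Benjamini-Hochberg).

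The same comparison in isolated microglia gave 976 of 18185 genes (edgeR, adjusted p under 0.05), 26 higher and 950 lower in KO. Over all genes tested the arms did not overlap for 6857, where chance gives 5.71% of genes. This count depends on single animals. It was 0 in 5 of the 7 fits that left out 1 animal, which were those without Het 20, Het 23, KO 3, KO 6 or KO 24, 3115 without Het 21 and 5756 without Het 1. At an unadjusted p under 0.05 the full fit has 5932 genes. DESeq2 called 3887 genes, 1526 higher and 2361 lower, a more even split than the 26 and 950 of edgeR. The edgeR split was 2880 and 2876 without Het animal 1, and 1238 and 1877 without Het animal 21. With RLE size factors it was 21 and 763. Csf1r fell from 4098 ± 957 CPM (SD, n = 4) to 1361 ± 51.8 CPM (SD, n = 3), a log2 fold change of -1.57 (SE 0.301, adjusted edgeR p 0.0346, Benjamini-Hochberg), and had an adjusted edgeR p (Benjamini-Hochberg) of 0.320 without KO animal 3. Crybb1 had the smallest p-value, at a log2 fold change of -2.13 (SE 0.136, adjusted edgeR p 0.0136, Benjamini-Hochberg). BC035044 (-1.56) and Rubcnl (-1.53 on the log2 scale) followed, with Gm3739 and Gm2237, which resemble one another and are uncertain. The 5 higher genes with the smallest p were Col11a1 (1.05), Ldlrad3 (0.66), Arpin (0.89), Frmd5 (0.59) and Rnd3 (0.67 on the log2 scale). Of the 26 genes named or listed for this comparison that passed, 0 passed in every fit with 1 animal left out. Csf1 was lower by a log2 fold change of -0.96, within the spread (adjusted edgeR p 0.170, Benjamini-Hochberg).

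With the antibody 123 of 17143 genes passed in forebrain (edgeR, adjusted p under 0.05), 33 higher and 90 lower with anti-IL34. The arms did not overlap for 564 of the genes tested, where chance gives 2.86%. DESeq2 called 198 genes and the fit without a count filter 349. With 1 animal left out the count ran from 20 (without anti-IL34 animal 11) to 126 (without anti-gp120 animal 15). It was 41 without anti-gp120 animal 7, 66 without anti-gp120 animal 1, 73 without anti-IL34 animal 24 and 77 without anti-gp120 animal 8. Csf1r went from 86.6 ± 14.8 to 36.6 ± 4.97 CPM (SD, n = 4 each), a log2 fold change of -1.30 (SE 0.119, adjusted edgeR p 0.000355, Benjamini-Hochberg). The lowest p-value was that of P2ry12, at 56.0 ± 2.81 and 12.6 ± 0.915 CPM (log2 fold change -2.18, SE 0.072, adjusted edgeR p 6.46e-08, Benjamini-Hochberg). Fcrl2 (-1.85), P2ry13 (-2.08) and Gpr34 (-1.60 on the log2 scale) were also lower. P2ry13 and Gpr34 lie inside Med12l and Cask on the other strand. Among genes that rose, Lgals3bp went from 11.0 ± 2.65 to 32.0 ± 5.46 CPM (log2 fold change 1.44, SE 0.127, adjusted edgeR p 0.000317, Benjamini-Hochberg), and Oasl2 from 4.41 ± 1.87 to 39.9 ± 19.9 CPM (2.95, SE 0.309, adjusted edgeR p 0.00121). Bst2 (1.89), Ifi44 (2.32) and Ddx60 (2.22 on the log2 scale) also rose. Without anti-IL34 animal 11 Ifi44 and Ddx60 lost the threshold (adjusted edgeR p by Benjamini-Hochberg 0.0884 and 0.0974). Csf1 did not differ past the threshold (adjusted edgeR p 0.999, Benjamini-Hochberg).

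In microglia of the antibody experiment 110 of 17570 genes passed (edgeR, adjusted p under 0.05), 4 higher and 106 lower. The arms did not overlap for 2725 of the genes tested, where chance gives 2.86%. At an unadjusted p under 0.05 there were 4559 genes, and DESeq2 called 2015 (560 higher, 1455 lower). Single animals decided this count too. It was 0 without anti-IL34 animal 10 and 0 without anti-gp120 animal 7. Without anti-gp120 animal 1 or anti-gp120 animal 8 it was 4, without anti-IL34 animal 2 it was 1, and without anti-IL34 animal 24 it was 6. It rose to 514 without anti-IL34 animal 11 and to 6905 without anti-gp120 animal 15. Csf1r was 4455 ± 754 and 2220 ± 401 CPM (SD, n = 4 each) with no overlap of the arms, but its log2 fold change of -0.99 (SE 0.223) missed the threshold (adjusted edgeR p 0.0749, Benjamini-Hochberg), and it passed under DESeq2 (adjusted p 9.55e-05), without sex terms (adjusted edgeR p 0.0312) and in the fit over 15 libraries (adjusted edgeR p 0.0222). Gpr165 had the smallest p-value (log2 fold change -1.84, SE 0.123, adjusted edgeR p 0.00625, Benjamini-Hochberg), followed by Hsf2bp (-2.93), Gm11523 (-2.76), Slc2a5 (-2.78) and Dennd2c (-1.40 on the log2 scale). Gpr165 lost the threshold without anti-IL34 animal 10 (adjusted edgeR p 0.0635, Benjamini-Hochberg), and fell short without anti-gp120 animal 7 as well. The named genes that rose were Slc4a10 (1.63), Cmpk2 (1.71) and Cxcl9 (3.17 on the log2 scale), the last from 0.419 ± 0.270 to 4.20 ± 1.67 CPM (SD, n = 4 each). Slc4a10 averaged 346 CPM in anti-gp120 forebrain, so other cells in the isolates could raise it. Csf1 did not pass (log2 fold change -0.67, adjusted edgeR p 0.188, Benjamini-Hochberg).

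The isolates were compared with whole forebrain in the 8 control animals, to measure how far the isolation enriched microglia. Of 18752 genes 15775 passed (edgeR, adjusted p under 0.05), 7648 higher and 8127 lower in the isolates, and with the animal as a replicate block 15642 did. Csf1r was 64.2 ± 23.3 CPM in forebrain and 4431 ± 962 CPM in the isolates (SD, n = 8 each). Csf1 was higher by 4.60 and Il34 lower, at -1.43, on the log2 scale. The homeostatic list had a median of 5.44, and the excitatory and inhibitory neuron lists -3.43 and -4.24. The immediate early list, to which Hspa1a belongs, rose about as far, at 5.36 with 15 of 15 genes past the threshold. A high value in the isolates is therefore not by itself a measure of microglial enrichment. Other cell types were not all depleted, with list medians of 0.58 for astrocytes, 0.12 for the oligodendrocyte lineage, 2.00 for endothelial cells, 5.89 for neutrophils and monocytes and -0.34 for 4 erythroid genes. The choroid plexus list, at a median of 1.55, pooled unlike changes. Its mean was 2.52 in forebrain and 5.56 log2 CPM in isolates of Het animals. With anti-gp120 it was 0.27 (SD 1.31) in forebrain and -0.31 log2 CPM (SD 0.48) in isolates, a difference within the spread between animals. That forebrain mean was raised by animal 15, at 2.11 log2 CPM. The smallest p-values among higher genes were those of Hspa1a (10.13), Bag3 (6.35), Tor4a (4.28), Pald1 (4.13) and Bco2 (3.97), where Hspa1a has a near-identical copy, Hspa1b. Among lower genes they were those of Gm44560 (-7.92), 4930447C04Rik (-6.50), Slc2a3 (-3.09), Tbc1d30 (-3.76) and Cntnap3 (-6.37 on the log2 scale).

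Whether deletion acted differently in the 2 tissues was tested as an interaction. For deletion 599 of 20107 genes differed (edgeR, adjusted p under 0.05), 111 with a higher and 488 with a lower effect in microglia, about a median over all genes of 0.12 on the log2 scale (0.08 with RLE scaling). With the animal as a replicate block 0 genes passed, and 5 of the 7 fits that left out 1 animal had 0, those without Het 20, Het 23, KO 3, KO 6 or KO 24. The highest count was 5688 without Het animal 1. DESeq2 called 3635, and 6242 genes had an unadjusted p under 0.05 in edgeR. The Il34 effect itself differed between tissues by 1.27 on the log2 scale (SE 0.288, adjusted edgeR p 0.0423, Benjamini-Hochberg) in the fit without the block, though not without KO animal 3 (0.440), and neither Csf1r (-0.11, adjusted edgeR p 0.795, Benjamini-Hochberg) nor Csf1 (-0.99, 0.181) did. Frmd5 (0.66), Gpr12 (1.61), 1810037I17Rik (0.72), Ankrd34b (1.12) and Gm13205 (2.02, inside Casz1) were the 5 named genes with a higher effect in microglia. Gpr12, Ankrd34b and Gm13205 averaged 13.1, 26.7 and 3.64 CPM in Het forebrain but 0.31, 0.86 and 0.31 CPM in Het isolates. Other cells in the isolates could therefore raise these 3 genes. Gm2237 (-1.59, uncertain), Zfp175 (-1.27), Slc25a37 (-1.07), Mgat1 (-1.02) and Trpm2 (-1.53 on the log2 scale) had a lower one. For the antibody 17 of 18399 genes differed (edgeR), 1 higher and 16 lower, 0 with the replicate block, 1092 by DESeq2, and 3890 at an unadjusted p under 0.05. The count without 1 animal ran from 0 to 5565, the latter without anti-gp120 animal 15 and the former in 4 of 8 fits, those without anti-gp120 animal 1, 7 or 8 or anti-IL34 animal 10. Il34 (0.34, adjusted edgeR p 0.257, Benjamini-Hochberg), Csf1 (-0.95, 0.197) and Csf1r (0.30, 0.495) did not differ past the threshold. Slc4a10 (1.51) had the higher effect, and Arsb (-1.18), Adra2a (-1.20), Gm36736 (-3.01, overlapping the edge of Hs3st2), Med12l (-0.98, overlapping P2ry12 and P2ry13) and Gpr165 (-1.77 on the log2 scale) had lower ones. With anti-gp120 Slc4a10 averaged 346 CPM in forebrain and 15.4 CPM in isolates, so other cells could raise it too.

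The effects of deletion and antibody, which share no libraries, were set side by side. In forebrain 62 genes passed in both, where 0.854 would by chance, and all 62 had the same sign. Over the 17134 genes tested in both Pearson's r was 0.331 and Spearman's rho 0.198, across genes that are not independent replicates. The genes with the smallest p-values in both were P2ry12, P2ry13, Fcrl2, Gpr34 and Cx3cr1, all lower. In microglia 85 genes passed in both against 6.14 by chance, all with the same sign, at r 0.744 and rho 0.806 over 17414 genes. They were led by Slc2a5, Itgae, Gpr165, Tmem119 and Bank1, again all lower. Between tissues 95 genes passed in both for deletion, led by Crybb1, Tmem119, Gna15, Slc11a1 and Abcc3, and 27 for the antibody, led by Slc2a5, P2ry13, P2ry12, Bank1 and Fcrl2. The 85, 95 and 27 rest on the microglia calls, whose dependence on single animals is given above. Neuron, astrocyte and oligodendrocyte lists also rose in isolates of both experiments, with excitatory neuron medians of 0.99 for deletion and 0.89 for the antibody. A shared shift in other cells could therefore add to the microglia correlation and to the 85 genes. It was not tested apart from them. A direct test of the difference between deletion and antibody in forebrain found 2 of 19724 genes (edgeR, adjusted p under 0.05), Il34 (log2 difference -1.58, SE 0.135, adjusted edgeR p 2.45e-05, Benjamini-Hochberg) and Lgals3bp (-1.76, SE 0.223, adjusted edgeR p 0.00372, Benjamini-Hochberg). Both passed in all 15 fits with 1 animal left out, in which the count ran from 2 to 33, the latter without anti-IL34 animal 10. DESeq2 called 28. Csf1 (-0.26) and Csf1r (-0.14 on the log2 scale) did not pass. In microglia edgeR found 0 of 18732, with 740 at an unadjusted p under 0.05 and 35 by DESeq2, and 5 without anti-gp120 animal 1. There the differences were -0.65 for Il34, -0.27 for Csf1 and -0.57 for Csf1r on the log2 scale.

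**Figure D2:**
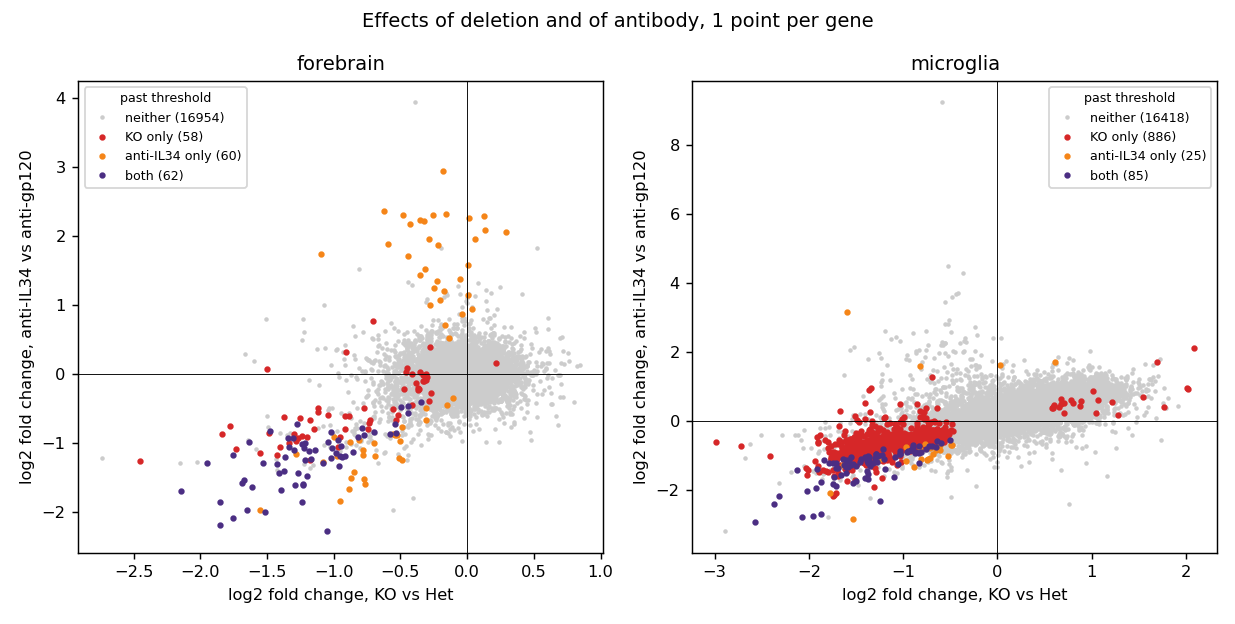
Log2 fold change with deletion (x axis, KO against Het) and with antibody (y axis, anti-IL34 against anti-gp120) for each gene tested in both, with colours for genes past the threshold in 1 or both, forebrain left and microglia right. The 62 forebrain and 85 microglia genes past the threshold in both lie in the lower left or upper right part of each panel, while several genes past it with the antibody alone in forebrain lie above 0 on the y axis and near 0 on the x axis.

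Gene lists summarised these effects. The homeostatic microglia list had a median log2 fold change of -1.33 in KO forebrain (15 of 18 genes past the threshold over all genes tested, 17 adjusted over the list alone; camera adjusted p 3.61e-37, fry 0.000223), -1.60 in KO microglia (18 and 18; camera 4.31e-16, fry 0.00739), -1.59 in anti-IL34 forebrain (15 and 16; camera 3.09e-49, fry 0.00039) and -1.18 in anti-IL34 microglia (12 and 18; camera 3.24e-18, fry 0.00992), all by limma with Benjamini-Hochberg adjustment over the lists. With a correlation estimated per list the forebrain calls held (adjusted camera p 0.0245 and 0.0272) and those in microglia did not (0.645 and 0.562). Its mean per library fell from 3.85 ± 0.062 to 2.62 ± 0.067 log2 CPM in KO forebrain (SD, n = 4 and n = 3, exact permutation p 0.0286, the smallest the design allows, 0.186 adjusted).

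The interferon response list had a median of 1.95 with the antibody in forebrain (0 of 15 genes lower, 12 past the threshold and 15 adjusted over the list alone; camera adjusted p 4.08e-31, fry 0.0272, estimated correlation 0.096) and 2.06 in microglia (0 of 15 lower, 0 past the threshold and 15 over the list alone; camera 1.08e-08, fry 0.106, estimated correlation 0.562). Its members past the threshold in forebrain included Oasl2, Bst2, Irf7 and Usp18, of which Irf7 and Usp18 lost it without anti-IL34 animal 11 (adjusted edgeR p 0.114 and 0.115, Benjamini-Hochberg). With deletion it was -0.25 in forebrain and -0.57 in microglia, by camera (adjusted p 0.000631 and 0.017) but not by fry (0.321 and 0.392), and 0 of 15 genes passed in either tissue. Without KO animal 3 the forebrain median was 0.01 (camera adjusted p 0.851). The difference between the experiments had a median of -2.14 in forebrain (camera adjusted p 1.27e-36, fry 0.0123, estimated correlation 0.0281, limma) and of -2.66 in microglia (fry 0.0764). In forebrain the effect of deletion lay below that of the antibody for 15 of 15 genes. In KO against Het forebrain itself 11 of 15 were lower.

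**Figure D3:**
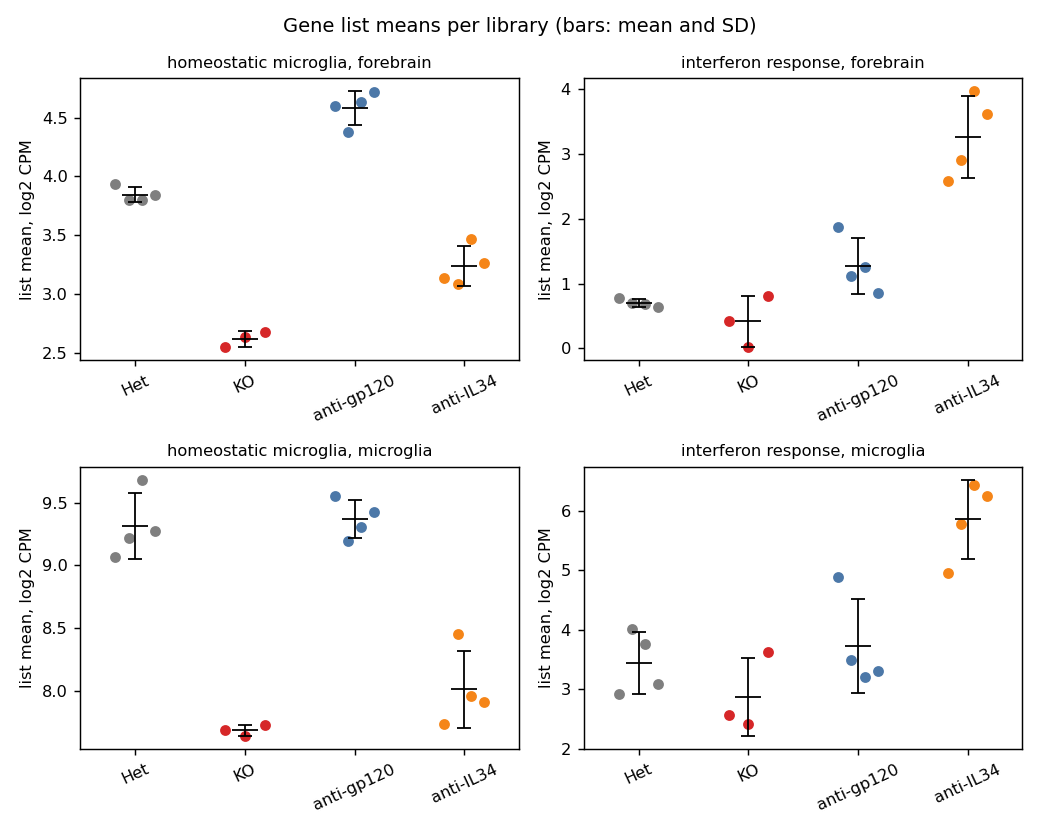
Mean log2 CPM of the homeostatic microglia and interferon response lists in each library, by arm, with bars for the mean and SD, forebrain above and microglia below. The homeostatic means of the KO and anti-IL34 libraries lie below those of their control arm in each panel, and the interferon means of the 4 anti-IL34 forebrain libraries lie between 2.59 and 3.97, above the 4 anti-gp120 libraries (0.853 to 1.87).

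Other lists were smaller or less firm. In KO forebrain the oligodendrocyte lineage list had a median of -0.28 (15 of 16 genes lower, 6 past the threshold and 13 adjusted over the list alone; camera adjusted p 4.52e-11, fry 0.103). Mog, Mbp, Cldn11 and Cnp were among the genes that passed, from -0.41 to -0.30 on the log2 scale. None of these 4 passed in the fit over 15 libraries or in that without KO animal 3 (adjusted edgeR p 0.0564 for Mog, Benjamini-Hochberg). The border macrophage list fell in KO forebrain, KO microglia, anti-IL34 forebrain and anti-IL34 microglia with medians of -0.41, -0.17, -0.55 and -0.49, and its Stab1 passed in KO microglia and anti-IL34 forebrain. Medians of the disease-associated list in that order were -0.12, -0.49, -0.11 and -0.07, with Ctsd past the threshold in both microglia comparisons. The proliferation list had medians of 0.06, 0.41, -0.20 and -0.07, the immediate early list 0.15, -0.98, 0.12 and -0.48, and the endothelial list -0.08, 0.07, -0.05 and 0.13. In KO microglia 15 of 15 immediate early genes were lower, and 3 passed the threshold, Jun, Hspa1a and Hspa1b. There that list passed by camera (adjusted p 4.66e-05) but not by fry (0.238). In control animals the same list was higher in isolates than in forebrain by a median of 5.36. Astrocyte medians were -0.09, 0.95, -0.16 and 0.80. Those of the excitatory neuron list were 0.05, 0.99, 0.02 and 0.89, and of the inhibitory neuron list -0.03, 0.79, -0.03 and 0.74. The oligodendrocyte list stood at 0.87 in KO microglia, -0.07 in anti-IL34 forebrain and 0.67 in anti-IL34 microglia. Choroid plexus medians were -0.29, -0.52, 0.44 and 3.21, and erythroid ones -0.10, 0.86, -0.70 and 0.11. The neutrophil and monocyte list was tested in KO microglia (0.31), anti-IL34 forebrain (0.03, on 4 genes) and anti-IL34 microglia (0.81). No list other than the homeostatic and interferon ones passed by fry in these 4 comparisons.

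**Figure D4:**
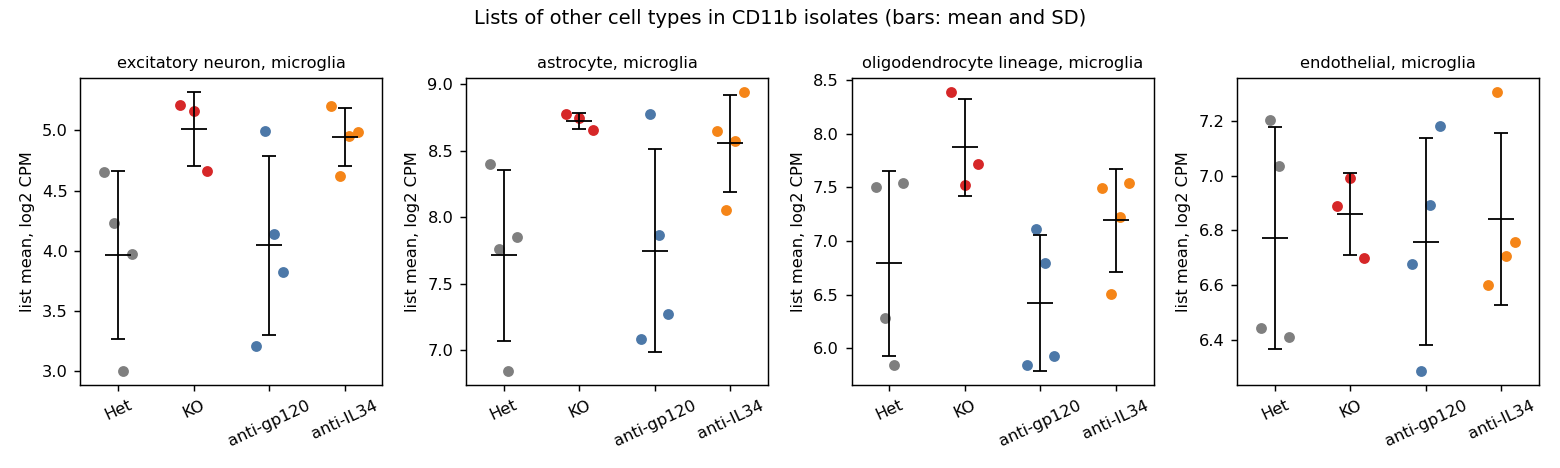
Mean log2 CPM of lists of other cell types in each microglia library, by arm, with bars for the mean and SD, 1 panel per list. The excitatory neuron list rises from 3.96 in Het to 5.01 in KO and from 4.04 with anti-gp120 to 4.94 with anti-IL34, while the arm means of the endothelial list lie between 6.76 and 6.86.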

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

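The tests of the interferon and leukocyte lists in this part, and the values of other cells in single isolates, were chosen after the results were seen, and the regroupings of animals, the tissue differences and the tests of single libraries were planned.

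The effects of deletion on forebrain and on isolated microglia differed for 599 genes by a test of the difference itself. Of 34 groupings of the animals, the real one among them, 2 gave at least as many genes, the other one 6225, and the median of the others was 0. A grouping that keeps most animals in their arm can keep an arm effect, so this neither argues against genotype nor excludes a difference between animals unrelated to it. With the animal as a replicate block 0 genes passed. The antibody effects differed between tissues for 17 genes, and 3 of 35 groupings, the real one among them, gave at least as many, up to 3905. Depth overlaps between the arms, and scaling matters somewhat (703 genes for deletion and 48 for the antibody with RLE size factors). Cells of other types in the isolates may also contribute. With the neuron list as a covariate 67 genes were left in the deletion comparison of microglia, where the list itself separates the arms, so that purity and genotype cannot be told apart there.

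The effects of deletion and antibody on forebrain differed for 2 genes, Il34 and Lgals3bp. Of 60 groupings of the animals, the real one among them, 5 gave at least as many genes, so 4 others did, with up to 27 (the real arms gave 28 with DESeq2). For Il34 a difference follows from the design, in which only deletion changes the gene, and its counts in KO forebrain were lowered but not absent. A biological difference between losing the gene and being given an antibody stays open for Lgals3bp and was not tested apart from this fit.

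The interferon response list differed between the experiments in forebrain, with a median log2 difference of -2.14 (0 of 15 genes past the threshold one by one, 15 adjusted over the list alone). The fry test of that difference (adjusted p 0.0123) argues against loss of IL-34 by either route as the whole cause of the rise under the antibody. A single animal does not account for it, because the lowest forebrain list median with 1 animal left out was 1.67. Blood leukocytes left in the tissue could raise such genes. The neutrophil and monocyte list mean differed by 0.103 log2 CPM in forebrain, but on 4 genes, of which none averages 1 CPM in controls. In isolates, on 11 genes, it was 2.65 (SD 1.13) with anti-gp120 and 3.68 log2 CPM (SD 0.604) with anti-IL34. That rise goes with this source but lies within the spread between animals (exact permutation p 0.143). Leukocytes as a source therefore cannot be told apart. A response to the antibody, to its dose or to its preparation stays open and was not tested.

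Single libraries far from the other 3 of their group were looked for in 162 groups of 4 by Dixon's test, and 10 were found (6.17%), where about 1 in 20 would be by chance. In forebrain the oligodendrocyte list of Het animal 20 stood at 6.97 log2 CPM (others 6.75 to 6.77). Anti-gp120 animal 15 had an astrocyte list of 7.24 (7.47 to 7.49), an oligodendrocyte list of 6.59 (6.67 to 6.68) and Csf1 at 11.1 CPM (14.2 to 14.8). Fcrl2 was at 8.64 CPM in anti-IL34 animal 24 (8.36 to 8.39). In microglia the interferon list of anti-gp120 animal 1 was 4.89 log2 CPM (3.19 to 3.48). Slc2a5 was at 101 CPM in anti-gp120 animal 15 (124 to 128). Anti-IL34 animal 11 had an inhibitory neuron list of 1.92 (2.46 to 2.49), Gm11523 at 1.14 CPM (0.675 to 0.697) and Slc2a5 at 26.7 CPM (13.7 to 14). For the libraries that recur, anti-gp120 animal 15 and anti-IL34 animal 11, the count of microglia genes moved to 6905 and 514 when they were left out. A different share of other cells in these isolates is a candidate explanation. The isolate of anti-gp120 animal 15 had an excitatory neuron list of 4.999 log2 CPM (3.21 to 4.14 in the others of its arm) and an astrocyte list of 8.78 (7.08 to 7.87). That of anti-IL34 animal 11 had 4.62 (4.96 to 5.21) and 8.05 (8.58 to 8.94). These values go with it and do not test it, so it stays open. Anti-IL34 animal 11 was also the only female of its arm, and Dixon's test took no account of sex. Sex and animal cannot be told apart for it. No biological explanation was tested for single animals.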

How the results depend on the processing

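The limits to protein-coding genes and to microglia-enriched genes were chosen after the results were seen, and the other alternatives were planned.

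The counts in the isolates depended most on single animals. Some effects near 0 changed sign with 1 animal left out, such as Il34 in KO microglia (-0.45 to 0.05 on the log2 scale), Csf1 in KO forebrain (-0.02 to 0.10), Il34 in anti-IL34 forebrain (-0.02 to 0.13) and Csf1r in the tissue difference of deletion (-0.25 to 0.08). Of 1019 fits of named genes with 1 animal left out 691 kept their side of the threshold, 323 fell short, 5 passed it and 0 were past it in the opposite direction. Under DESeq2 127 of 128 kept it and under RLE size factors 128 of 129. Of 413 list tests with 1 animal left out 362 kept their call. The reversed one was the interferon list in KO forebrain without KO animal 3 (camera adjusted p 0.851), and without KO animal 6 it had 1.41e-07. With a 1.5-fold minimum the 4 comparisons kept 89, 945, 115 and 109 genes, and with protein-coding genes alone 113, 969, 119 and 109. The replicate block was fitted for the counts that compare tissues. It took both tissue differences to 0 and left 15642 genes in the contrast of tissues past the threshold (15775 without it, 15521 in both), and it changed no other count by more than 1.5 times.

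Genes past the threshold in KO forebrain (120) numbered 381 without a filter, 57 at 5 CPM, 63 with log2(TPM + 1), 62 with log2(TPM + 0.1), 54 with TPM unfiltered, 38 with the choroid plexus covariate, 117 without Het animal 23, 72 without KO animal 6 and 55 without KO animal 3. In KO microglia (976) they numbered 3887 with DESeq2, 1993 without a filter, 2189 without sex terms, 566 with TPM unfiltered, 2735 in the fit over 15 libraries, 67 with the neuron covariate, 198 among enriched genes, 5756 without Het animal 1, 3115 without Het animal 21, and 0 without Het animal 20, Het animal 23, KO animal 3, KO animal 6 or KO animal 24. In anti-IL34 forebrain (123) they numbered 198 with DESeq2, 349 without a filter, 55 at 5 CPM, 40 with log2(TPM + 1), 37 with log2(TPM + 0.1), 20 with TPM unfiltered, 204 over 15 libraries, 76 with the choroid plexus covariate, and 66, 20, 126, 73, 41 and 77 without animals 1, 11, 15, 24, 7 and 8. In anti-IL34 microglia (110) they numbered 2015 with DESeq2, 819 without a filter, 983 without sex terms, 33 with log2(TPM + 1), 13 with log2(TPM + 0.1), 7 with TPM unfiltered, 988 over 15 libraries, 370 among enriched genes, and 4, 0, 514, 6905, 1, 6, 0 and 4 without animals 1, 10, 11, 15, 2, 24, 7 and 8. Fits with fewer animals or genes have less power by construction, and for the rest the cause was not tested.

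The tissue difference of deletion (599) was 3635 with DESeq2, 1569 without a filter, 1207 at 5 CPM, 2400 without sex terms, 0 with the replicate block, 5688 without Het animal 1, 3244 without Het animal 21 and 0 in the other 5. That of the antibody (17) was 1092 with DESeq2, 48 with RLE, 1352 without a filter, 222 without sex terms, 0 with the replicate block, and 0, 0, 139, 5565, 6, 2, 0 and 0 without animals 1, 10, 11, 15, 2, 24, 7 and 8. The experiment difference in forebrain (2) was 28 with DESeq2, 114 without a filter, 4 without sex terms and up to 33. In microglia (0) it was 35 with DESeq2, 1 without a filter and 5 without anti-gp120 animal 1. The forebrain correlation (0.331) was 0.198 by Spearman and 0.499 at 5 CPM. The cause was not tested.

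The interferon list in KO forebrain had an adjusted p of 0.321 by fry and 0.46 with estimated correlation, in KO microglia 0.392 and 0.645 (camera 0.000151 without KO animal 6 and 0.134 without KO animal 3), in anti-IL34 forebrain 0.096 with estimated correlation, and in anti-IL34 microglia 0.106 and 0.562. The homeostatic list had 0.645 in KO microglia and 0.562 in anti-IL34 microglia with estimated correlation. The cause was not tested. Depth of 15.1 M counts or more limits genes near 0 CPM, such as those of the neutrophil list in forebrain.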

Other observations

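The tests of the homeostatic, oligodendrocyte and choroid plexus lists in this part were chosen after the results were seen, and those of regrouping, of genes near Il34 and of other cells were planned.

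The animals were regrouped and each grouping tested again. The real grouping gave the most genes of 34 in KO forebrain (1 of 34 as large, the next at 15) and of 35 in anti-IL34 forebrain (1 of 35, next 28), which argues against differences between animals unrelated to their arm. For the contrast of tissues the tissue labels were exchanged within animals, and the real labels gave the most genes of 50 draws (1 of 50, next 13699). In microglia 2 of 34 groupings for deletion and 2 of 35 for the antibody gave at least as many genes as the real one, the real one among them, and the other grouping gave 6408 and 4182 genes. The grouping with 6408 genes joined Het animal 1 to the KO animals and had the widest gap in the neuron list of the 34, 1.19 log2 CPM, against 1.05 for the real one. The grouping with 4182 exchanged anti-IL34 animal 11 and anti-gp120 animal 15 and had the widest gap of the 35, 1.09, against 0.897 for the real one. Both others keep most animals in their arm, so the arm effect is largely kept in them. The size of those counts is therefore not excluded as a product of differences between animals other than their arm. The experiment difference in microglia was 0 genes, which 60 of 60 groupings reach by definition, so it decides nothing. The correlation of the effects was at least as far from 0 in 1 of 100 pairs of groupings in forebrain and in 3 of 100 in microglia. The real pair is among these. In forebrain the real value was 0.3314, the highest other 0.3291 and the median of the others 0.104. In microglia these were 0.744, 0.776 and 0.329.

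Genes beside the deleted locus may differ because they were inherited with it. Within 10 Mb of Il34 2 of 186 tested genes passed in KO forebrain against 117 of 19156 elsewhere (two-sided Fisher exact p 0.318), and 12 of 183 against 964 of 18001 in microglia (0.412), which argues against this as the source of the calls.

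Lists of neurons, astrocytes and oligodendrocytes were higher in KO and anti-IL34 isolates while the endothelial list was level, so other cells may have made up more of these isolates. Other cells less the endothelial list differed by 0.96 log2 CPM for deletion and 0.741 for the antibody, within the spread between animals (exact permutation p 0.229 and 0.286). With the neuron covariate 67 genes passed for deletion and 131 for the antibody, 62 of them among the 110, and with the astrocyte covariate 105 and 317. The neuron list does not overlap between Het and KO isolates, so for deletion this explanation and genotype cannot be told apart. For the antibody the neuron list overlaps between the arms, but the arm holds 46.7% of its variance (53.3% for deletion). That covariate also tracks neurons and not the other cell types. The 131 genes therefore do not decide whether other cells are the whole cause. Mitochondrial reads were 7.24 ± 2.28% in Het and 13.2 ± 2.24% in KO isolates (SD, n = 4 and n = 3, exact permutation p 0.0571), and 8.31 ± 4.50% with anti-gp120 and 13.6 ± 2.29% with anti-IL34 (SD, n = 4 each, exact permutation p 0.0857). In forebrain they went the other way, from 5.16 ± 0.154% in Het to 4.81 ± 0.106% in KO (exact permutation p 0.0286) and from 5.58 ± 0.308% to 5.17 ± 0.527% with the antibody (exact permutation p 0.286).

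A lower share of microglial reads could also lower the homeostatic list. Among microglia-enriched genes scaled among themselves the list median was still -0.59 for deletion and -0.69 for the antibody, with 12 and 16 of 18 genes past the threshold. In these fits 106 enriched genes were higher and 92 lower for deletion, and 183 and 187 for the antibody. With the neuron covariate over all genes the list median was -1.24 and -0.83, with 6 and 7 of 18 past the threshold. For deletion that covariate separates the arms, and for the antibody it tracks neurons alone, so neither fit decides this. Before rescaling the whole enriched set had a median of -0.98 for deletion (89.3% of genes lower) and -0.45 for the antibody (74.3%). Fewer microglial reads may therefore hold part or all of the fall. The enriched set took genes at least 3 log2 higher in control isolates than in forebrain. This admits genes of other cells, such as neutrophils and monocytes (list median 5.89), which need not fall with microglial reads. The rescaled list medians show a fall beyond that of the enriched set. They do not decide whether fewer microglial reads are the whole cause. A lower expression of these genes per microglial cell stays a hypothesis, since it was found and tested on the same data.

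In KO forebrain 15 of 16 oligodendrocyte lineage genes were lower, which may reflect the amount of white matter in the dissected hemisphere or a change in these cells. The members fall together in either case, so these cannot be told apart here. Choroid plexus genes varied widely between isolates of the antibody experiment, with Ttr from 0.0584 to 1870 CPM. The high values lay in 1 arm. Ttr was at 1870, 497 and 17.7 CPM in anti-IL34 animals 10, 11 and 24, and at 0.297 CPM in anti-IL34 animal 2. Its highest value with anti-gp120 was 2.74 CPM, in animal 8. The list means of the arms overlapped (exact permutation p 0.0857). Choroid plexus genes rose together in the same libraries (median pairwise correlation 0.858 over 8 libraries). Choroid plexus carried along in the dissection would do this. Genes of 1 tissue can rise together for other reasons too, so a link with the arm is not excluded.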
